A study of Homo sapiens with 11 samples.

How the data were processed

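RNA from hFOB 1.19 cells, an established human fetal osteoblast line, was sequenced with PacBio long reads over a course of osteogenic differentiation sampled on days 0, 2, 4 and 10. Day 0 had 2 biological replicates, and days 2, 4 and 10 had 3 each, which made 11 libraries. Per the labels' protocols, cells grew at 34 °C and were differentiated at 39.5 °C with ascorbic acid, β-glycerophosphate and dexamethasone. The same protocols describe template-switching cDNA synthesis, 14 PCR cycles, bead-based removal of short cDNA and sequencing on a Sequel II. Consensus reads were kept with at least 3 full passes and a predicted accuracy of 99%, using SMRTLink version 9. Library preparation in technical duplicate is stated there as well, without saying which libraries it covers or how duplicates were combined. The steps that collapsed reads into isoforms, classified them and filtered them, the annotation release and the normalization tool are not stated.

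A single deposited table held the values, in the unit signal: per the column names these are normalized counts, and each library's values are whole reads per isoform divided by 1 size factor per library, as computed by the authors. In each of the 11 libraries 100% of the values above 0 were whole multiples of the smallest one, so read counts were recovered by division. For day 10 replicate 2 the size factor (1.00) is so close to 1 that its values alone barely differ from whole numbers; its reads were recovered in the same way. The implied size factors ran from 0.815 to 1.78 and differed from a recomputed median-of-ratios factor by -1.47% to 1.02%. Recovered reads per library ran from 1278112 to 2650286, with a median of 1459262. These reads were amplified by PCR and carry no molecular identifiers, so lower bounds based on read counts cover counting error only. The table held 68326 isoforms of 12079 genes, and the lowest total of an isoform was 2 reads, seen in at least 2 libraries, and it holds no rarer isoform. Isoform categories and the gene and transcript identifiers were taken from the table. Gene values were the sums of the isoform values of a gene.

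The table names no genome build or annotation release. Of its 22795 transcript identifiers, 11925 occur with the same version in GENCODE release 29, and positions on GRCh38 are given only for those. Transcript length and GC content for the genes were taken from the annotated sequences of full-splice matches, which covered 9978 of the 11331 genes tested (88.1%).

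The design, the gene lists and all comparisons, tests and alternatives other than those named below as added were fixed before the data were examined. The principal test was limma (lmFit and eBayes with a mean-variance trend) on log2(value + 1), with values scaled as deposited. Isoforms or genes entered with a mean of at least 1 over the 11 libraries and a value above 0 in at least 2 of them. All 4 days were fitted together, and the contrasts were day 2 against day 0, day 4 against day 2, day 10 against day 4 and day 10 against day 0. A moderated F test over the 3 contrasts to day 0 asked whether an isoform changed on any day. Isoform usage, that is whether isoforms of 1 gene change unequally, was tested with limma's diffSplice at the gene level. All tests were two-sided, with Benjamini-Hochberg adjustment over all features tested and a threshold of 0.05. Throughout, ± after a log2 change is the standard error from limma, and ± after a group mean is the SD between libraries.

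The 5 gene lists (osteoblast matrix, cell cycle, glucocorticoid response, heat shock and p53 targets) were written from general knowledge and tested with camera at a preset correlation of 0.01. Their 20 tests were adjusted together, with fry and with camera using an estimated correlation beside it. Of the 18 osteoblast matrix genes, SP7, IBSP, BGLAP, OMD, PHEX, DMP1 and MEPE were not analysed here. All members of the other lists were tested. TPM2 was set beforehand as a gene of interest, from general knowledge of the study; the share of its most abundant isoform was compared between days 10 and 2 with an exact permutation test.

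Genes named in the text for day 10 against day 0 were the 5 with the largest rise and the 5 with the largest fall among those past the threshold. They also needed a mean of at least 10 and no overlap between the libraries of the 2 days. For the other contrasts the 2 largest rises and 2 largest falls were named, and for isoforms the 3 largest of each at day 10 against day 0. For usage the 5 genes with the largest change of an isoform's share were named, among genes with a mean of at least 20 on both days and shares that did not overlap. Members of the preset lists and TPM2 could be named as well. A fold change against a day on which every library held at most 3 reads was computed against that floor and is a lower bound.

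The alternatives were a pseudocount of 0.1, no filter on low values, a mean of at least 5, TMM scaling, scaling to equal medians, eBayes without a trend, and a fit of only the 2 days compared. Further ones were a replicate block from the title number or from the letter of the library code, each library left out in turn, and edgeR's quasi-likelihood test with TMM on the recovered reads. Added after seeing the data were the removal of each library's trend on transcript length or on GC content, by a natural spline with 5 degrees of freedom. For TPM2 the settings without a filter, with a mean of at least 5, without a trend, with only the 2 days compared and with edgeR were also added after seeing the data. A fit that left day 0 with 1 library gave no calls for contrasts to day 0.

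The procedure was tested on simulated data with the dispersions of these libraries and 200 changed genes at day 10. Effects of 2-fold and 4-fold were planted first, and limma recovered 22.5% of the changed genes: 44% of those changed 4-fold and 1% of those changed 2-fold. Of its calls 8.16% were false, and no usage switch was recovered (0%). Because few were recovered, effects of 4-fold and 8-fold were planted next. Then limma recovered 81% of the changed genes with 7.43% false calls, and edgeR recovered 80% with 4.76% false calls. For usage only the smaller fold of each run was planted. The most abundant isoform of a switched gene was lowered by it and the second raised by it, so here 4-fold each. diffSplice recovered 38.5% of the switched genes with 11.5% false calls, and called 0.5% of genes raised 4-fold as a whole. Genes that fell as a whole were not planted in the usage test. A contrast without planted changes gave 0 calls in both runs, and 0 of 18 unshifted list and contrast pairs were called. Each gene was drawn independently in these runs. False calls of the list test among genes that vary together were therefore not tested. With a planted length trend, 117 false calls fell to 11 once the trend was removed.

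Replicates of a day were compared by chi-square per degree of freedom on recovered reads, to look for copies of 1 library. Agreement between changes that share the day 0 libraries was compared with 50 simulations of groups without change. Versions were Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1 and edgeR 4.0.16.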

Results

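Full-length transcripts were measured by PacBio Iso-Seq, long-read sequencing of whole cDNA molecules, in hFOB 1.19 cells over a course of osteogenic differentiation sampled on days 0, 2, 4 and 10. hFOB 1.19 is a human fetal osteoblast line that carries a temperature-sensitive SV40 large T antigen; it was grown at 34 °C and moved to 39.5 °C for differentiation. The series aimed to connect disease-associated variants that affect splicing with the protein isoforms they act through, and the time course gives the isoforms present in these cells. Day 0 had 2 libraries and the later days had 3 each. The recovered reads were 1330815 and 1278112 at day 0, 1429607, 1414687 and 1371439 at day 2, 2650286, 1713316 and 1620026 at day 4, and 1658822, 1459262 and 1731761 at day 10. Values are the authors' normalized counts, that is reads divided by a size factor per library.

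The table described 68326 isoforms of 12079 genes. Of the isoforms 33106 matched an annotated transcript at every splice junction, 17482 matched part of one, 17375 lay outside the annotation and 363 overlapped gene bodies otherwise. Of those outside the annotation, 10795 combined known splice sites and 6580 used at least 1 unannotated splice site. At least 2 isoforms were listed for 10417 genes, with a median of 5 isoforms per gene over all genes and a highest number of 31. Between 51999 and 60890 isoforms and between 11094 and 11663 genes were detected per library. The library with the most reads, day 4 replicate 1, had the most of both. Isoforms outside the annotation took 9.07% ± 0.69 (SD, n = 2) of the reads at day 0, 9.68% ± 0.18 (SD, n = 3) at day 2, 10.0% ± 0.8 (SD, n = 3) at day 4 and 10.3% ± 0.38 (SD, n = 3) at day 10.

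Libraries of the same day correlated at r = 0.861 to 0.966 across genes, and libraries of different days at 0.819 to 0.958; genes are not independent replicates. The recovered reads of 2 libraries from 1 day differed by far more than counting error (chi-square per degree of freedom 6.06 to 59.9). In a principal component analysis the first component, with 28.3% of the variance, separated both day 0 libraries (scores 79.8 and 84.2) from the 9 later ones (-48.3 to 4.66). On the second component, with 23.9%, the day 10 libraries lay at 50.1 to 64.2 and the day 2 libraries at -47.6 to -28.4. The labels give no sequencing batch or date.

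**Figure D1:**
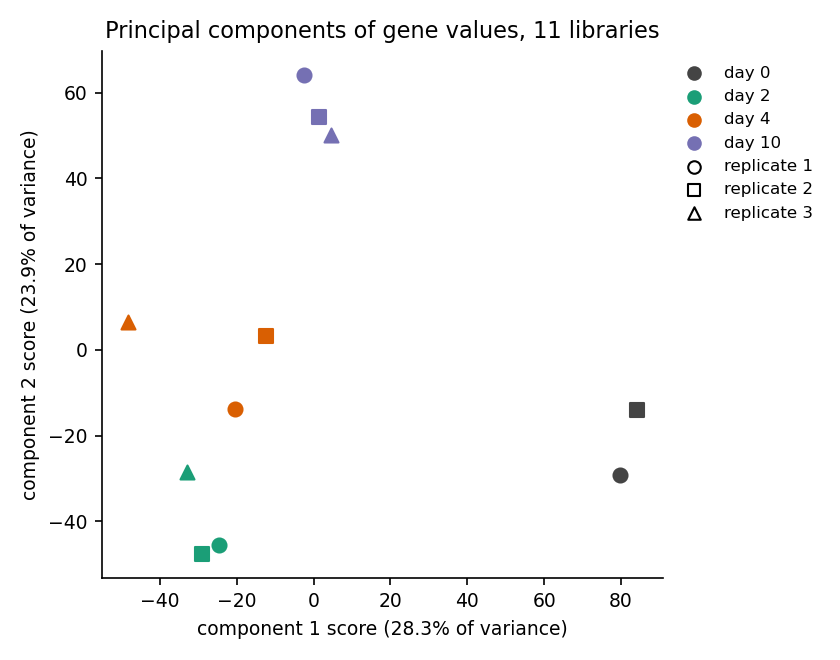
Scores of the 11 libraries on the first 2 principal components of the gene values (log2 scale). Colour gives the day, and circles, squares and triangles give replicates 1, 2 and 3; the day 0 libraries lie at scores of 79.8 and 84.2 on the first component.

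Day 2 was compared with day 0 to ask what changed on entry into differentiation. Of 11331 genes tested with limma, 1716 (15.1%) changed at an adjusted p under 0.05, 1071 higher and 645 lower at day 2. Among the alternatives that kept all libraries, edgeR moved this count most, to 1335 genes, of which 1326 were called by both tests, all in the same direction. Across the 9 fits that each left out 1 library the count ran from 1171 to 2396. Of the 1716 genes 62.4% were higher. With all libraries kept, the alternatives gave from 53.3% (length trend removed) to 68.4% (TMM). With the GC trend removed the share was 55.5%. The excess of rises was thus smaller in the fits with a trend removed, which cover 9978 genes. DERL3 (ENSG00000099958.15) was at least 52.1-fold higher at day 2 (adjusted p 3.47e-06), with 189 ± 14.7 normalized counts (SD, n = 3) against at most 1 read per library at day 0. SOD3 (ENSG00000109610.6) was at least 34.9-fold higher (adjusted p 1.13e-06) and had 127 ± 47.5 normalized counts at day 2 (SD, n = 3) and 0 reads at day 0. The largest falls were those of RBM3 (ENSG00000102317.18) and PLK1 (ENSG00000166851.15). RBM3 went from 1113 ± 84.5 (SD, n = 2) to 29.5 ± 1.45 normalized counts (SD, n = 3), a log2 change of -5.19 ± 0.35 (adjusted p 1.24e-06). PLK1 went from 1528 ± 14.1 (SD, n = 2) to 83.7 ± 21.4 (SD, n = 3), a log2 change of -4.20 ± 0.27 with the same adjusted p of 1.24e-06.

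Day 4 against day 2 gave the fewest calls of the 4 contrasts. There were 32 genes past the threshold, 24 higher and 8 lower at day 4, and 1127 with an unadjusted p under 0.05. The count was 61 without day 4 replicate 3, while each of the other 10 fits that left out a library gave fewer, from 7 (without day 2 replicate 1) to 17. It was 5 when only the libraries of days 2 and 4 were fitted. CSF3 (ENSG00000108342.13) was at least 22.7-fold higher at day 4 (adjusted p 0.000566), at 74.3 ± 46.7 normalized counts (SD, n = 3). CXCL6 (ENSG00000124875.10) rose from 9.10 ± 0.54 to 178 ± 35.6 (SD, n = 3 each), a log2 change of 4.13 ± 0.33 (adjusted p 9.74e-05). PLTP (ENSG00000100979.15) fell from 3275 ± 1117 to 777 ± 209 (SD, n = 3 each), a log2 change of -2.06 ± 0.29 (adjusted p 0.00826). This call was lost when only the 2 days were fitted (adjusted p 0.18; range over all alternatives 0.000899 to 0.18). IGFBP2 (ENSG00000115457.10) fell from 1215 ± 178 to 391 ± 175 (SD, n = 3 each), a log2 change of -1.71 ± 0.31. Its adjusted p of 0.0459 lay close to the threshold and was above it in 16 of 23 alternatives, with a range of 0.0223 to 0.208; edgeR gave 0.0693.

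Day 10 against day 4 compared the last stage with the middle of the course. The test called 290 genes, 112 higher and 178 lower at day 10. Scaling to equal medians moved the median change of all genes from 0.025 to -0.092 on the log2 scale, and the share of calls that were higher from 38.6% to 25.1%. That share was 43.8% of 137 genes when only the 2 days were fitted and 47.5% of 219 with the GC trend removed. Lower calls outnumbered higher ones in each alternative that kept all libraries. Without day 4 replicate 3 there were 500 genes. Leaving out day 4 replicate 1 gave 102, and leaving out day 10 replicates 1, 2 and 3 in turn gave 96, 108 and 122. MMP3 (ENSG00000149968.12) rose from 19.1 ± 14.0 to 1231 ± 714 normalized counts (SD, n = 3 each), a log2 change of 6.10 ± 0.63 (adjusted p 0.000283). CXCL5 (ENSG00000163735.7) rose from 41.1 ± 9.90 to 1840 ± 805 (SD, n = 3 each), a log2 change of 5.40 ± 0.50 (adjusted p 0.00014). CYP4F2 (ENSG00000186115.13) was at least 9.67-fold lower at day 10 (adjusted p 0.000495), after 26.1 ± 5.83 normalized counts at day 4 (SD, n = 3). DHRS2 (ENSG00000100867.15) fell from 36.4 ± 12.9 to 1.77 ± 1.66 (SD, n = 3 each), a log2 change of -3.93 ± 0.59 (adjusted p 0.00295).

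Day 10 against day 0 spanned the whole course and called 1592 genes, 963 higher and 629 lower at day 10. The count was 880 without day 10 replicate 1 and 1020 without day 10 replicate 2. Of the 1592 genes 60.5% were higher. With all libraries kept, the alternatives gave from 54.8% (only the 2 days fitted) to 65.8% (TMM). With the length trend removed the share was 55%. The 5 largest rises were those of CSF3, CXCL5, MMP3, C3 (ENSG00000125730.17) and CXCL6. At day 10 they reached 2766 ± 1212, 1840 ± 805, 1231 ± 714, 750.4 ± 137 and 1434 ± 499 normalized counts (SD, n = 3), in that order. CSF3 was at least 760.4-fold higher (adjusted p 4.09e-07), CXCL5 at least 506-fold (adjusted p 4.09e-07), MMP3 at least 338-fold (adjusted p 5.29e-06) and C3 at least 206-fold (adjusted p 1.73e-06). CXCL6, with 5.48 ± 2.66 normalized counts at day 0 (SD, n = 2), had a log2 change of 7.79 ± 0.37 (adjusted p 1.2e-07). Among the 5 largest falls, RAPSN (ENSG00000165917.10) was at least 27.9-fold lower (adjusted p 0.000332) and ECSCR (ENSG00000249751.4) at least 12.3-fold lower (adjusted p 3.45e-05). They had 75.4 ± 49.3 and 33.2 ± 15.7 normalized counts at day 0 (SD, n = 2), in that order, and without day 0 replicate 1 these bounds were at least 15-fold and 8.18-fold. RBM3 stayed low at 36.7 ± 10.8 (SD, n = 3; log2 change -4.92 ± 0.35, adjusted p 1.73e-06). SHD (ENSG00000105251.11) fell from 50.1 ± 24.0 (SD, n = 2) to 1.46 ± 2.52 (SD, n = 3), a log2 change of -4.78 ± 0.97 (adjusted p 0.00522). SSBP4 (ENSG00000130511.16) fell from 109 ± 52.4 (SD, n = 2) to 5.48 ± 3.19 (SD, n = 3), a log2 change of -4.11 ± 0.53 (adjusted p 0.000243).

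The changes at day 2 and at day 10 share the day 0 libraries, so part of their likeness follows from the design. Both contrasts called 730 genes, 720 of them in the same direction, while 986 were called at day 2 alone and 862 at day 10 alone. Whether these genes differed between the 2 contrasts was not tested. Across genes the log2 changes correlated at r = 0.608, against 0.601 in simulations of groups without change, and 71.8% had the same sign, against 70.5% in the simulations. The simulated values follow from the group sizes alone and hold no real change. Their closeness to the data therefore does not show that the shared libraries account for the agreement.

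Isoforms were tested in the same way, 54083 of them. At day 2 against day 0, 4157 isoforms changed, 2720 higher and 1437 lower. Fitting only the libraries of these 2 days lowered the count most, to 2039; dropping the filter raised it most, to 6569, and leaving out day 4 replicate 3 to 6256. It was 2568 without day 2 replicate 1 and 2480 without day 2 replicate 2. Of the changed isoforms 65.4% were higher and 66% at a mean of at least 5, but 49.9% without a filter. The isoforms tested only without a filter had a mean below 1. The excess was thus not seen once such low values were included, where a call can rest on very few reads. The share was larger with a pseudocount of 0.1 (76.4%), TMM (72%) and median scaling (74.3%). The median change of all isoforms was 0.043 on the log2 scale, and 0.144 with TMM and 0.165 with median scaling. At day 4 against day 2, 24 isoforms changed, 20 higher and 4 lower, with 3713 at an unadjusted p under 0.05; without day 4 replicate 3 there were 83, and without day 2 replicate 1 there were 6. For day 10 against day 4, 262 changed, 103 higher and 159 lower, with 663 without day 4 replicate 3 and 69 to 101 without day 4 replicate 1 or any 1 of the day 10 libraries. The balance of directions varied: 39.3% of these 262 were higher, against 30.7% with edgeR, 49.1% when only the 2 days were fitted and 52.2% of 113 without a trend. From day 0 to day 10, 3574 changed, 2304 higher and 1270 lower; this count was 5545 without day 4 replicate 3 and 1703, 2045 and 2196 without day 10 replicates 1, 2 and 3 in turn. Of these isoforms 64.5% were higher, 50.5% of 5676 without a filter, and 77.2% with median scaling, which moved the median change of all isoforms from 0.067 to 0.229. The F test called 4876 isoforms on any day, or 7993 without day 4 replicate 3 and 3079 without day 10 replicate 1.

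The largest isoform rises from day 0 to day 10 were PB.18351.2 of CSF3, PB.5755.7 of CXCL5 and PB.13480.16 of MMP3, each a full-splice match. They were at least 729-fold, 506-fold and 338-fold higher, with adjusted p of 1.44e-10, 1.48e-10 and 1.51e-08. At day 10 they had 2650 ± 1166, 1840 ± 805 and 1231 ± 714 normalized counts (SD, n = 3). The largest falls were those of PB.18781.61 of DDX5 (ENSG00000108654.16), PB.12619.152 of IGF2 (ENSG00000167244.21) and PB.22376.2 of RBM3. The DDX5 isoform, a combination of known splice sites outside the annotation, had 145 ± 51.3 normalized counts at day 0 (SD, n = 2) and was at least 53.9-fold lower at day 10 (adjusted p 1.11e-06). The IGF2 isoform matched ENST00000416167.7 and was at least 31.4-fold lower (adjusted p 5.25e-06). The RBM3 isoform matched ENST00000376759.8 and fell from 969 ± 57.7 (SD, n = 2) to 27.0 ± 12.6 (SD, n = 3), a log2 change of -5.22 ± 0.45 (adjusted p 1.53e-07).

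Isoform usage was tested in 9210 genes, to ask whether the mix of isoforms shifted apart from the level of the gene. Usage changed in 887 genes (9.63%) at day 2 against day 0 and in 772 (8.38%) at day 10 against day 0, with 454 genes called in both. Without a filter on low isoforms the day 2 count rose most, to 1567. The day 2 count was 586 without day 2 replicate 2, and the day 10 count was 334, 391 and 481 without day 10 replicates 1, 2 and 3 in turn. Log values with a pseudocount understate changes of low isoforms, which can make an even change of a gene look uneven. With a pseudocount of 0.1, 600 of the 887 genes at day 2 and 496 of the 772 at day 10 were called again. At a mean of at least 5 these were 409 of 716 and 364 of 639 that could be tested. Without a filter 880 and 765 were called again. Of the genes with changed usage, 230 (25.9%) at day 2 and 204 (26.4%) at day 10 also changed as genes, against 15.8% and 14.9% of all genes with several isoforms.

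At day 2 the largest change of share among genes past the threshold was in SIX5 (ENSG00000177045.10). Its isoform ENST00000560160.1, annotated in GENCODE 29 at chromosome 19, 45764889 to 45768627 on GRCh38, gained 63.3 points (adjusted p 0.00198). Its share was 17.6% ± 20.1 at day 0 (SD, n = 2) and 78.3% ± 11.8 at day 2 (SD, n = 3). Share changes were computed from the group means, so they can differ from the difference of mean shares. In HNRNPDL (ENSG00000152795.18) the isoform ENST00000602300.5 (chromosome 4, 82424629 to 82429441) went from 79.2% ± 0.72 (SD, n = 2) to 23.2% ± 7.05 (SD, n = 3), a change of -55.2 points (adjusted p 0.000641). ENST00000502762.4 of the same gene, annotated as a target of nonsense-mediated decay, went from 7.26% ± 0.01 (SD, n = 2) to 46.8% ± 6.09 (SD, n = 3). Its exon 8, 105 nt at 82425563 to 82425667, is lacking in ENST00000602300.5. The level of ENST00000502762.4 did not pass the threshold (log2 change 0.83, limma adjusted p 0.241). ENST00000602300.5 fell, with a log2 change of -3.6 (limma adjusted p 1.01e-05). The HNRNPDL gene fell by 1.82 on the log2 scale (adjusted p 0.000701).

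The other 3 genes named at day 2 were KIFC3 (ENSG00000140859.16), BCKDHB (ENSG00000083123.15) and ZNF263 (ENSG00000006194.10). The KIFC3 isoform ENST00000445690.7 changed by -52.8 points, from 71.2% ± 13.9 (SD, n = 2) to 24.4% ± 9.46 (SD, n = 3; adjusted p 0.00035). Its level did not pass the threshold (log2 change -0.66, limma adjusted p 0.41). A KIFC3 isoform that matched only part of ENST00000540079.6 went from 5.84% ± 4.6 (SD, n = 2) to 47.7% ± 11.42 (SD, n = 3). The level of this partial match rose (log2 change 3.93, limma adjusted p 5.86e-06). Whether it holds incomplete molecules was not tested. The BCKDHB isoform ENST00000356489.9 (chromosome 6, 80106647 to 80346254) changed by -51.9 points, from 69.5% ± 1.87 (SD, n = 2) to 18.0% ± 5.16 (SD, n = 3; adjusted p 0.0394). The ZNF263 isoform ENST00000219069.6 gained 51.7 points, from 7.66% ± 5.39 (SD, n = 2) to 60.4% ± 6.37 (SD, n = 3; adjusted p 0.000631). The BCKDHB gene had a mean of 27.9 normalized counts at day 0 and 22.7 at day 2. Its call was lost with a pseudocount of 0.1 (adjusted p 0.0817) and in several fits that left out a library, and its adjusted p ranged from 0.00966 to 0.163 over the alternatives.

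At day 10 the isoform ENST00000458013.7 of SNX27 (ENSG00000143376.14) changed by -62.1 points (adjusted p 0.0274), from 83.2% ± 1.98 (SD, n = 2) to 20.7% ± 6.56 (SD, n = 3). The call was lost with a pseudocount of 0.1 (adjusted p 0.214) and with each day 10 library left out in turn (adjusted p 0.121, 0.0714 and 0.0582 without replicates 1, 2 and 3); its lowest value over all alternatives was 0.00564 and its highest 0.214. The SIX5 isoform gained 61.4 points (adjusted p 0.00706). With a pseudocount of 0.1 both SIX5 calls were lost, at an adjusted p of 0.125 at day 2 and 0.236 at day 10; over all alternatives they ranged from 0.000729 to 0.125 and from 0.00122 to 0.236. The full-splice match of ENST00000348411.3 of FTSJ1 (ENSG00000068438.15) changed by -49.7 points, from 80.6% ± 2.83 (SD, n = 2) to 31.4% ± 7.57 (SD, n = 3; adjusted p 0.00262). An FTSJ1 isoform that matched only part of the same transcript went from 9.55% ± 1.21 (SD, n = 2) to 47.85% ± 9.54 (SD, n = 3). Whether this partial match is a separate isoform or incomplete molecules of the full one was not tested. ENST00000371579.7 of DPP7 (ENSG00000176978.14) gained 48.4 points, from 30.4% ± 6.36 (SD, n = 2) to 77.3% ± 3.23 (SD, n = 3; adjusted p 0.000759). In EIF4H (ENSG00000106682.16) the isoform ENST00000353999.6 (chromosome 7, 74174356 to 74197096) went from 44.4% ± 2.66 (SD, n = 2) to 92.5% ± 0.81 (SD, n = 3), with an adjusted p of 8.24e-06. ENST00000265753.13 of EIF4H went from 49.4% ± 0.24 (SD, n = 2) to 2.78% ± 0.48 (SD, n = 3). The level of the EIF4H gene differed by -0.03 on the log2 scale (adjusted p 0.967).

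**Figure D2:**
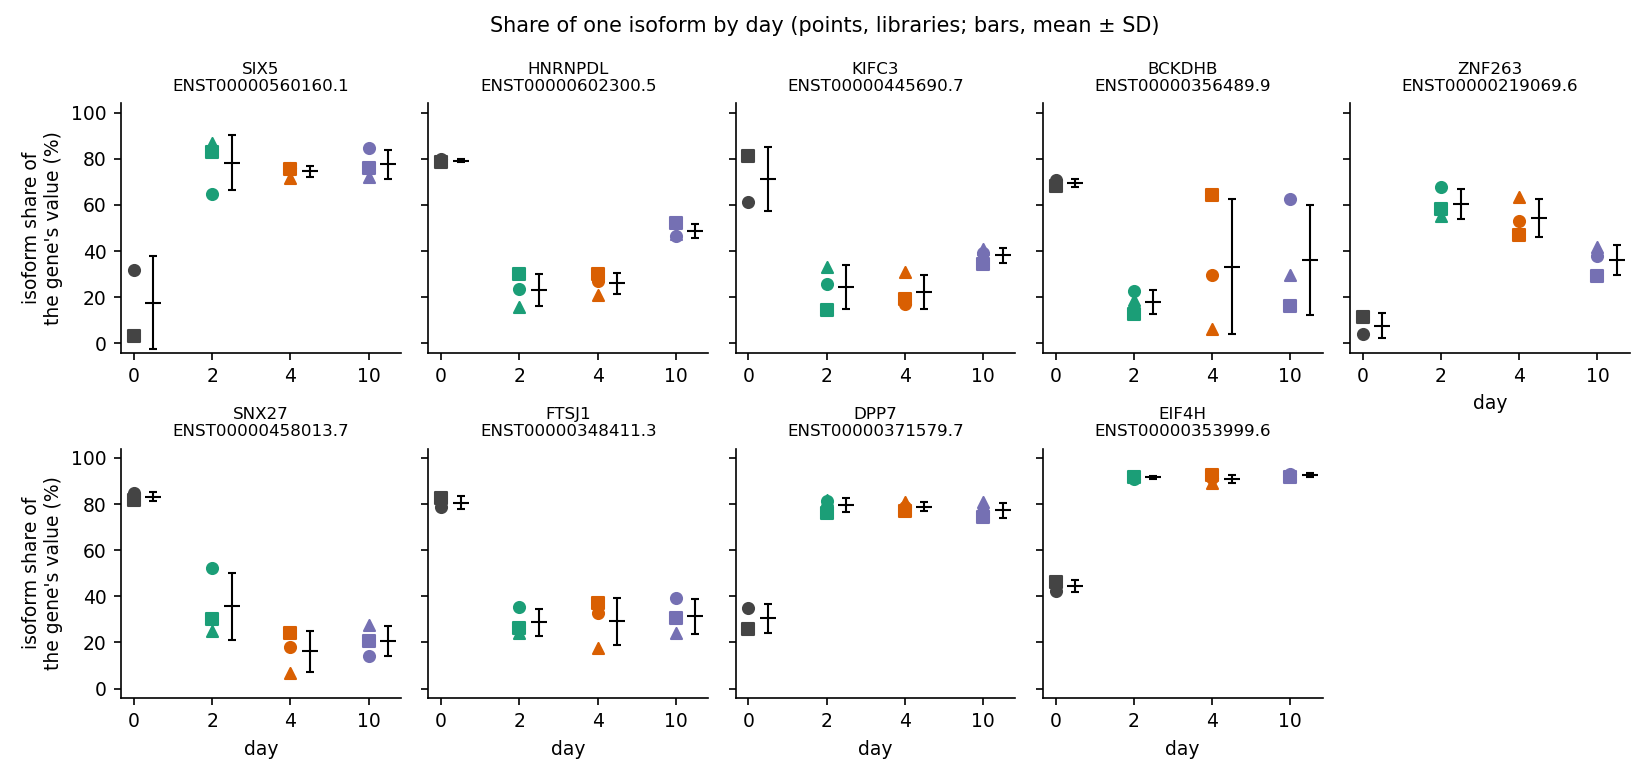
Share of the named isoform in the normalized counts of its gene (percent) at days 0, 2, 4 and 10, for the 9 genes named for usage. Points are libraries, and bars are the mean ± SD; in EIF4H the mean share went from 44.4% at day 0 to 92.5% at day 10.

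TPM2 had 2 isoforms in the table, PB.10798.37 (ENST00000378292.9) and PB.10798.66 (ENST00000645482.3). The first held 97.7% ± 0.85 of its counts at day 0 (SD, n = 2), 96.0% ± 0.98 at day 2, 93.4% ± 3.74 at day 4 and 98.0% ± 0.81 at day 10 (SD, n = 3 each). At day 4 it held 90.2%, 92.3% and 97.5% in replicates 1, 2 and 3. Gene totals were 1688 ± 573 normalized counts at day 0 (SD, n = 2), 1830 ± 229 at day 2, 1166 ± 885 at day 4 and 853 ± 143 at day 10 (SD, n = 3 each). The day 4 libraries ranged from 380.5 in replicate 2 to 2126 in replicate 3. With all 11 libraries fitted, neither the gene nor either isoform passed the threshold in any of the 4 contrasts. From day 0 to day 10 the gene changed by -0.95 ± 0.52 on the log2 scale (adjusted p 0.252), and by -0.60 without day 0 replicate 1 and -1.31 without day 0 replicate 2. When only the libraries of these 2 days were fitted, a setting applied to TPM2 after the data had been seen, the adjusted p was 0.0218 for the gene and 0.0481 for PB.10798.37. Over all alternatives these ranged from 0.0218 to 0.447 and from 0.0481 to 0.461. PB.10798.37 passed the threshold at day 4 against day 2 only without day 4 replicate 3 (log2 change -1.64, adjusted p 0.0263), and PB.10798.66 at day 10 against day 4 only without day 4 replicate 2 (-2.08, adjusted p 0.0449). Over all alternatives their adjusted p ranged from 0.0263 to 0.893 and from 0.0449 to 0.557. The share of PB.10798.37 was 1.92 points higher at day 10 than at day 2 (exact permutation test, two-sided p 0.1, the smallest that 3 against 3 libraries allow).

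Preset gene lists covered osteoblast matrix and mineralization genes and followed the shift in temperature, dexamethasone and a presumed loss of large T function. That loss was not measured in these data. Of the 20 list tests 13 passed the threshold with camera. All 13 also passed under fry, which called 17, and 9 passed with an estimated correlation. The 4 that did not were heat shock and p53 targets at day 4 against day 2, glucocorticoid response at day 10 against day 4 and heat shock at day 10 against day 0. No list median changed sign under TMM or median scaling. Medians below are of the members' log2 changes.

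The osteoblast matrix list (11 genes tested) was higher at day 2 than at day 0, with a median of 1.26, or 1.15 with members near zero reads at their bound (adjusted p 0.000145). Without day 0 replicate 1 the median was 0.79. Over all genes 4 members were called higher (ALPL, COL1A2, LUM and SPP1), and 9 were higher when adjusted over the list alone. From day 2 to day 4 the median was 0.41 (adjusted p 0.0507), with 0 members called over all genes and 4 higher when adjusted over the list alone. From day 4 to day 10 it was -1.11 (adjusted p 2.73e-07), with 4 lower over all genes (COL1A1, SPARC, POSTN and BGN), and 7 lower and 1 higher when adjusted over the list alone. At day 10 against day 0 the median of 0.25 did not pass the threshold (adjusted p 0.189): over all genes 4 members were higher (ALPL, SPP1, LUM and FMOD) and 3 lower (COL1A1, SPARC and RUNX2), and 5 were higher and 4 lower when adjusted over the list alone. ALPL, alkaline phosphatase, had 19.97 ± 3.96 normalized counts at day 0 (SD, n = 2) and 564 ± 144 at day 4 (SD, n = 3). COL1A1 had 13150 ± 1222 at day 2 and 1836 ± 728 at day 10 (SD, n = 3 each).

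The cell cycle list (20 genes) fell at day 2, with a median of -1.71 (adjusted p 1.7e-11) and 13 members lower over all genes, or 15 when adjusted over the list alone. It did not change from day 2 to day 4 beyond the threshold (median 0.03, adjusted p 0.767). From day 4 to day 10 it rose by a median of 0.97 (adjusted p 4.58e-11), with 7 members higher over all genes and 13 when adjusted over the list alone. It remained below day 0 at day 10 (median -0.73, adjusted p 0.00139), where 8 members were lower over all genes and 8 when adjusted over the list alone. AURKA, for example, had 409 ± 25.8 normalized counts at day 0 (SD, n = 2), 56.9 ± 5.26 at day 4 and 223 ± 15.7 at day 10 (SD, n = 3 each).

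The p53 target list (18 genes) had the largest median rise at day 2, 2.75, or 2.53 with members near zero reads at their bound (adjusted p 1.4e-18), and all 18 members were higher. The threshold was passed by 17 members over all genes and by 17 when adjusted over the list alone. CDKN1A rose from 1988 ± 4.86 (SD, n = 2) to 24720 ± 1268 normalized counts (SD, n = 3), a log2 change of 3.63 ± 0.35 (adjusted p 1.84e-05). The list then fell by a median of 0.15 from day 2 to day 4 (adjusted p 0.0274), with 1 member, TP53I3, lower over all genes and 3 when adjusted over the list alone. From day 4 to day 10 it fell by 0.37 (adjusted p 0.00053), with 2 lower over all genes and 3 when adjusted over the list alone. At day 10 it stood above day 0 by a median of 2.03, or 1.87 with bounds (adjusted p 3.01e-12), with 12 members higher over all genes and 14 when adjusted over the list alone.

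The glucocorticoid response list (14 genes) had a median of 0.43 at day 2 (adjusted p 0.0507), with 5 members higher over all genes and 5 when adjusted over the list alone. From day 2 to day 4 the median was 0.20, or 0.21 with bounds (adjusted p 0.183), with 0 members called over all genes and 1 higher and 1 lower when adjusted over the list alone. From day 4 to day 10 it was 0.48, or 0.51 with bounds (adjusted p 0.0197), with 1 member higher over all genes, ZBTB16, and 2 when adjusted over the list alone. At day 10 against day 0 it was 1.15, or 0.96 with bounds (adjusted p 0.000472), with 5 higher over all genes, and 5 higher and 1 lower when adjusted over the list alone. MT2A and MT1X have near-identical relatives, so their counts are less certain.

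The heat shock list (14 genes) had a median of -0.09 at day 2 (adjusted p 0.875), with 6 members higher and 8 lower. Only CRYAB was called, both over all genes and when adjusted over the list alone. From day 2 to day 4 the median was 0.36 (adjusted p 0.0159), with 0 members called by either adjustment. It was 0.24 from day 4 to day 10 (adjusted p 0.219), again with 0 members called. At day 10 against day 0 it was 0.55 (adjusted p 0.0385), with 1 member higher over all genes and 1 when adjusted over the list alone; the list call was lost without day 10 replicate 1 (0.0542) or replicate 2 (0.0976), in an adjusted p range of 0.0101 to 0.119 over the alternatives. HSPA1A and HSPA1B are near-identical copies, and their separate counts are uncertain.

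**Figure D3:**
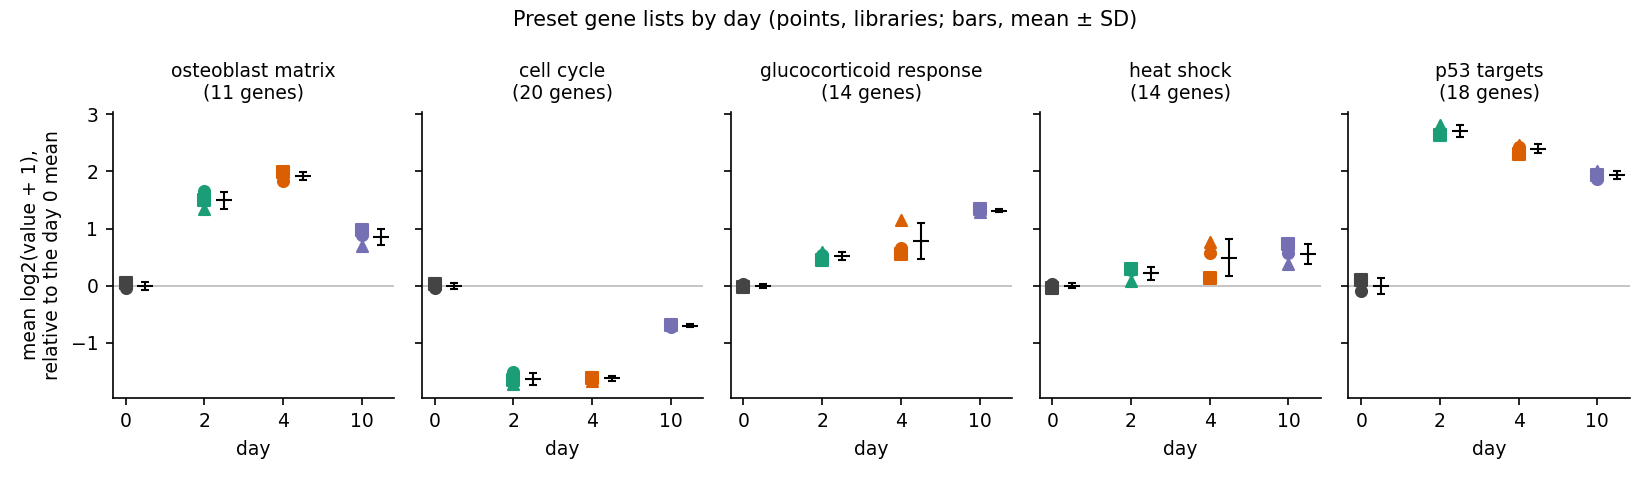
Mean log2 value of each preset list's members per library, relative to the mean of the day 0 libraries, at days 0, 2, 4 and 10. Points are libraries, and lines with bars are the mean ± SD; the p53 target mean was 2.71 at day 2 and 1.93 at day 10, and the cell cycle mean was -1.63 at day 2 and -0.70 at day 10.

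Day 4 libraries differed more among themselves than those of the other days. The median SD of a gene within day 4 was 0.472 on the log2 scale, against 0.328 at day 0 (n = 2), 0.383 at day 2 and 0.310 at day 10 (n = 3 each). Genes with the shortest 10% of transcripts, below 1133 nt, lay 1.14 lower than the day 4 mean in replicate 2 (median deviation -1.14) and 1.28 higher in replicate 3. In the other 9 libraries this median lay between -0.46 and 0.46. Mean transcript length per library ran from 2316 nt in day 0 replicate 1 to 2760 nt in day 10 replicate 1.

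**Figure D4:**
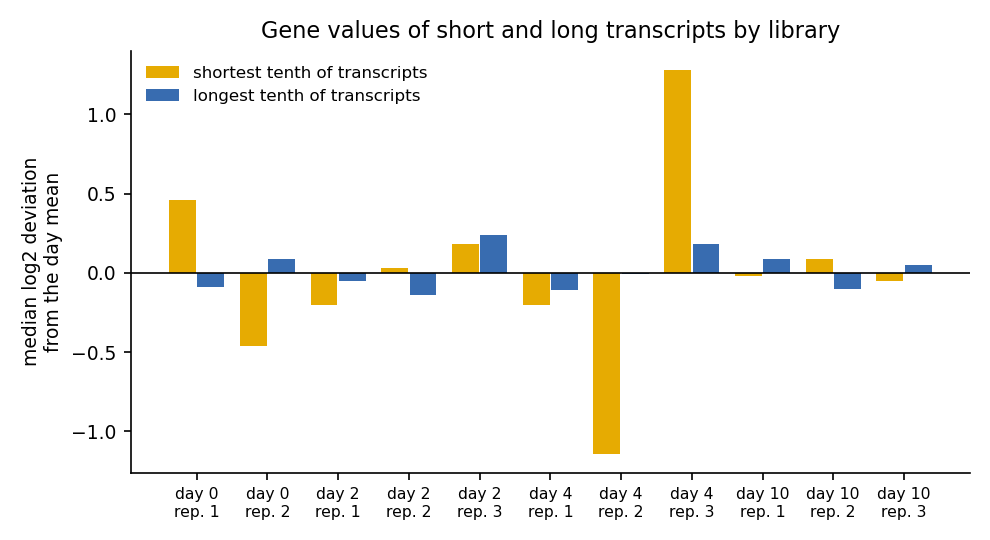
Median log2 deviation of each library from the mean of its day, for genes with the shortest 10% (below 1133 nt) and the longest 10% (above 5475 nt) of transcripts. Bars start at 0; for short transcripts day 4 replicate 2 stands at -1.14 and day 4 replicate 3 at 1.28.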

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

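The length and GC trend removal, and 5 settings for TPM2, were chosen after the data had been seen; the other alternatives were set beforehand. Of 1710 values recomputed under an alternative, 1546 kept their direction and side of the threshold or stayed within 1.5-fold (counts) or 1 SD (values without a test), 46 became weaker, 22 stronger, 77 moved and 19 reversed. Named genes, isoforms and usage changes gave 404 values with all libraries kept, of which 389 held and 15 lost their call. Leaving out a library gave 398 more, of which 377 held, 17 lost their call and 4 moved. Except where a cause is given, the cause was not tested.

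Under fry the lists glucocorticoid response at day 2 against day 0 (0.43, adjusted p 6.7e-05), osteoblast matrix (0.41, 0.0301) and glucocorticoid response (0.20, 0.0134) at day 4 against day 2, and osteoblast matrix at day 10 against day 0 (0.25, 0.00156) passed the threshold. With an estimated correlation heat shock (0.36, 0.0869) and p53 targets (-0.15, 0.0649) at day 4 against day 2, glucocorticoid response at day 10 against day 4 (0.48, 0.0605) and heat shock at day 10 against day 0 (0.55, 0.119) no longer did. These tests change the error and not the median.

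edgeR called 2460 isoforms at day 2 against day 0, 15 genes at day 4 against day 2 and 2350 isoforms at day 10 against day 0. A pseudocount of 0.1 gave 17 genes and 13 isoforms at day 4 against day 2 and 102 isoforms at day 10 against day 4, and brought glucocorticoid response past the threshold at day 2 (0.43, 0.0387). Without a filter, which tests 12079 genes and 68326 isoforms, there were 6569 isoforms and 1567 usage genes at day 2 against day 0, 64 genes and 350 isoforms at day 4 against day 2, 702 isoforms at day 10 against day 4, and 5676 isoforms and 1386 usage genes at day 10 against day 0. A mean of at least 5, which leaves 22373 isoforms, gave 555 usage genes at day 2, and both glucocorticoid response at day 2 (0.64, 0.0198) and osteoblast matrix at day 4 against day 2 (0.44, 0.038) passed. Without a trend 9 isoforms were called at day 4 against day 2 and 113 at day 10 against day 4. Fitting only the 2 days compared gave 2039 isoforms at day 2 against day 0, 5 genes and 8 isoforms at day 4 against day 2, and 137 genes and 163 isoforms at day 10 against day 4. It raised day 10 against day 0 from 1592 to 2316 genes and from 3574 to 4477 isoforms, and there this setting brought TPM2 (-0.95, 0.0218) and its isoform PB.10798.37 (-0.95, 0.0481) past the threshold.

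Osteoblast matrix at day 4 against day 2 also passed with TMM (0.42, 0.0452) and median scaling (0.46, 0.0429). With median scaling heat shock at day 10 against day 0 did not pass (0.50, 0.0568), and PB.10798.37 at day 10 against day 4 reversed to 0.007. With the length trend removed TPM2 reversed to -0.14 at day 2 against day 0 and to 0.11 at day 10 against day 4, and 67 genes were called at day 4 against day 2. With the GC trend removed TPM2 reversed to -0.21 and 0.063 in these contrasts, and 19 genes were called at day 4 against day 2. The lists then changed for osteoblast matrix (0.49, 0.0276), cell cycle (reversed to -0.064) and p53 targets (-0.16, 0.0653) at day 4 against day 2, and for heat shock at day 10 against day 0 (0.46, 0.0701).

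The replicate numbers did not pair the libraries: deviations correlated at -0.15 to 0.332 over 15 pairs with the same number, 4 of them over 0.1, and at -0.224 to 0.245 over 15 pairs with the same letter. With the title number as a replicate block, TPM2 (-0.045), PB.10798.37 (-0.085) and heat shock (0.031) reversed at day 2 against day 0 and glucocorticoid response passed there (0.28, 0.0383). Under this block the adjusted p was 0.067 for BCKDHB usage at day 2 against day 0, 0.0655 for IGFBP2 at day 4 against day 2 and 0.105 for SNX27 usage at day 10 against day 0, all past the threshold without it. With the letter as a block, 18 genes were called at day 4 against day 2, glucocorticoid response at day 2 (0.45, 0.035) and osteoblast matrix at day 4 against day 2 (0.41, 0.0434) passed, and heat shock at day 10 against day 0 did not (0.56, 0.0537), nor did IGFBP2 at day 4 against day 2 (0.0777) and SNX27 usage at day 10 against day 0 (0.0585). As the numbers and letters did not pair the libraries, these losses under a block say nothing on the size of the effects.

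Across the fits that each left out 1 library, isoforms ran from 2480 to 6256 at day 2 against day 0, 6 to 83 at day 4 against day 2, 69 to 663 at day 10 against day 4, 1703 to 5545 at day 10 against day 0 and 3079 to 7993 on any day. Genes ran from 7 to 61, 96 to 500 and 880 to 2198 in the last 3 contrasts, and usage genes from 586 to 1222 at day 2 and 334 to 1087 at day 10. The highest isoform and any-day counts, and the highest gene counts from day 2 to 4 and day 4 to 10, came without day 4 replicate 3. The lowest counts of the contrasts with day 10, and on any day, came without day 10 replicate 1.

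List medians at day 2 against day 0 ran from 0.79 (without day 0 replicate 1) to 1.465 for osteoblast matrix, -1.91 to -1.58 for cell cycle, 0.20 (without day 2 replicate 3) to 0.52 for glucocorticoid response, -0.12 to 0.028 for heat shock and 2.50 to 2.925 for p53 targets. Without day 2 replicate 2 glucocorticoid response passed (0.0457). At day 4 against day 2 they ran from 0.04 (without day 2 replicate 3) to 0.74 (without day 2 replicate 1) for osteoblast matrix, -0.081 to 0.045 for cell cycle, 0.142 (without day 2 replicate 1) to 0.496 (without day 2 replicate 2) for glucocorticoid response, 0.31 to 0.43 for heat shock and -0.31 to -0.15 for p53 targets. Osteoblast matrix passed there without day 0 replicate 1 (0.037) or 2 (0.036) and without day 2 replicate 1 (0.0314) or 2 (0.0484). Heat shock was lost without day 2 replicate 3 (0.0931) or day 4 replicate 1 (0.0806), and p53 targets without day 2 replicate 3 (0.0931) or day 4 replicate 3 (0.0775). At day 10 against day 0 they ran from 0.25 to 0.655 (without day 0 replicate 2) for osteoblast matrix, -0.77 to -0.63 for cell cycle, 0.87 to 1.305 for glucocorticoid response, 0.415 to 0.60 for heat shock and 1.67 to 2.16 for p53 targets. Heat shock was lost there without day 10 replicate 1 (0.0542) or 2 (0.0976). Glucocorticoid response kept its call at day 10 against day 4 with medians from 0.24 (without day 4 replicate 2) to 0.80 (without day 4 replicate 3), and heat shock there ran from 0.124 (without day 4 replicate 2) to 0.321 (without day 4 replicate 1), past the threshold in none of these fits (adjusted p 0.0538 to 0.549).

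TPM2 ran from -0.20 to 0.50 at day 2 against day 0, -1.56 (without day 4 replicate 3) to -0.33 (without day 4 replicate 2) at day 4 against day 2, -0.78 to 0.46 at day 10 against day 4, highest without day 4 replicate 3, and -1.31 to -0.60 at day 10 against day 0. PB.10798.37 ran from -1.64 to -0.36 at day 4 against day 2 and from -0.72 to 0.56 at day 10 against day 4, and PB.10798.66 from -0.815 to 0.032 and from -2.08 to -1.24. At day 2 and day 10 against day 0 they ran from -0.22 to 0.47 and -1.29 to -0.61 for PB.10798.37, and from 0.20 to 1.63 and -1.85 to -0.42 for PB.10798.66. In both these contrasts the lowest values of the gene and both isoforms came without day 0 replicate 2 and the highest without day 0 replicate 1. PB.10798.37 passed without day 4 replicate 3 (0.0263) and PB.10798.66 without day 4 replicate 2 (0.0449). Day 0 has 2 libraries, which limits every contrast to it.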

Other observations

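Splits of libraries, the value of CIRBP and the test of isoform length in genes with changed usage were set before their results were seen. The heat shock list and its test were also fixed beforehand. All the other tests here were chosen after the result they bear on was seen. In all, 19 explanations were tested.

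Other groupings of the libraries were fitted in the same way. For day 4 against day 2, 1 of the 10 splits of the 6 libraries (the real one) gave 32 or more genes, and 1 of the 10 gave as many called lists. None of the other splits gave any gene past the threshold (0 genes, with up to 1436 at an unadjusted p under 0.05, against 1127 in the real split). For isoforms 2 of the 10 splits gave as many as the real one: the split of day 2 replicate 1 with day 4 replicates 1 and 2 against the other 3 libraries gave 78 isoforms, while the real split gave 24. That split parts day 4 replicate 3 from the other day 4 libraries. For day 10 against day 4, 1 of the 10 splits gave as many genes, 1 as many isoforms and 1 as many lists, the real one each time; the highest of the other splits gave 0 genes (1084 at an unadjusted p under 0.05) against 290 (1841), 18 isoforms against 262 and 2 lists against 4. With 10 splits the smallest possible share is 0.1, so this share alone leaves chance open for these 6 counts, whatever the distance to the other splits. For isoforms changed on any day, the real grouping was the only 1 of 100 with as many, and the highest drawn regrouping gave 2109 against 4876.

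The spread among the day 4 libraries was 1.36 times the mean of days 2 and 10. Length captured by each library was tested as its source: removing each library's length trend left the ratio at 1.31, which argues against length as the whole source. Length did explain 28.6% of the variance of the deviations in day 4 replicate 2 and 26.5% in replicate 3, against 2.4% to 3.7% in the day 10 libraries; it explained 14.2% in day 4 replicate 1 and 20.5% in each day 0 library. A difference between cultures, between cDNA preparations or in bead cleanup stays open, and the labels hold nothing that would separate these.

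The share of reads in isoforms outside the annotation went with the mean transcript length of a library. Over the deviations of the 11 libraries from their day means, Pearson's r was 0.915 and Spearman's rho 0.909 (permutation p 0.0025 and 0.00238, both 0.0025 after adjustment over these 2 values). Both p lie near the smallest value that permuting so few libraries within days allows. Without day 4 replicate 2 and day 0 replicate 2, whose deviations in length lay farthest from the median deviation, r was 0.88. The day means were not recomputed for this value. Day 0 replicate 1 thus kept deviations equal and opposite to those of the library left out, which weakens the check. Libraries that captured longer molecules may therefore have a larger share of their reads in isoforms outside the annotation. Longer molecules have more junctions at which a read can depart from the annotation, which was not tested separately.

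Whether the same length effect could account for the gene changes from day 0 to day 10 was tested by removing the length trend: of the 1592 calls 1452 had a length and could be tested, and 1349 of these (92.9%) stayed past the threshold in the same direction, which argues against length as the main source. The 140 calls without a length were not tested. For isoform usage at day 10, the longer of the main annotated isoforms gained in 51.9% of the called genes with a value (95% interval 46.5% to 57.2%) and in 52.1% of those not called. Only 44.9% of the called genes had a value, and isoforms that matched part of a transcript were left out of the comparison. Length and real changes of usage therefore cannot be told apart for the other genes or for such isoforms.

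The p53 target rise at day 2 kept its size when each library's trend on length (median log2 change 2.71, adjusted p 3.8e-19) or GC content (2.66, adjusted p 4.88e-19) was removed, which argues against either as its source. A candidate explanation is the known property of this line that large T antigen, which binds p53, loses function at the higher temperature. The contrast of day 2 with day 0 joins temperature, medium, dexamethasone and time, so the design does not separate them, and this remains a hypothesis.

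The cell cycle list also kept its rise from day 4 to day 10 with the length (0.89, adjusted p 2.92e-11) or GC trend removed (0.99, adjusted p 1.05e-09), over the 18 members with a length. These values argue against both trends as its source. A partial return to division in the cultures at day 10 may be 1 reading of it; the number of dividing cells was not measured in these data.

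A lasting heat shock response was tested as a source of the day 2 changes. The heat shock list had a median change of -0.09 with 6 members higher and 8 lower, which decides nothing, so a partial or already resolved response and none cannot be told apart.

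RBM3, known as a transcript induced by cold, fell by 5.19 on the log2 scale at day 2. If loss of cold induction on moving from 34 °C to 39.5 °C was the reason, CIRBP, the other well-known transcript of this kind, would fall as well. CIRBP went from 503 ± 4.89 normalized counts (SD, n = 2) to 153 ± 50.8 (SD, n = 3), a log2 change of -1.76 (limma adjusted p 0.0032). This is consistent with a temperature effect on both; medium and time changed with temperature and stay open.

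The rise of CSF3, CXCL5 and CXCL6 at day 10 was examined with a list of 20 NF-kB targets, written after the chemokines had been seen. Over the 17 tested the median change from day 4 to day 10 was 0.39, with 13 higher (camera p 0.000539, fry p 0.00073, estimated correlation 0.0134). The 6 chemokines in it were then set apart, after the members' values had been seen. The other 11 had a median of 0.12 from day 4 to day 10 (camera p 0.55, 7 higher), although NFKBIZ among them rose by 1.76 ± 0.30 (adjusted p 0.00808), 1 of the 3 members of the whole list past the threshold in that interval. A wider rise of NF-kB targets and a rise of chemokines alone cannot be told apart in that interval, because the list was split by the pattern itself. As a set these 11 had a median change of 1.24 at day 2 (p 0.00014), 0.88 from day 2 to day 4 (p 3.4e-06) and 2.22 at day 10 against day 0 (p 1.71e-08), with 10 of the 11 higher each time. NFKBIZ had a change of 0.00 at day 2, and BCL3 went by -0.95 from day 2 to day 4 and by -0.29 from day 0 to day 10. A candidate explanation is NF-kB activity that begins by day 2, with the chemokines following later.

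Cells of the myeloid lineage were tested as a source of the same transcripts, with a list of 14 abundant myeloid genes. Of these 6 had values, and the highest day 10 mean among them was 19.3 normalized counts (CD74), while CSF3 stood at 2766. Some rose even so: CSF1R from day 4 to day 10 (2.36, adjusted p 0.0236), and CD74 (3.74, adjusted p 0.000303), CD14 (2.40, adjusted p 0.0265) and CSF1R (2.06, adjusted p 0.0268) from day 0 to day 10, while CORO1A fell (-2.29, adjusted p 0.00298). Levels this far below the chemokines argue against such cells as the main source of them; a small number of such cells stays open, and the other 8 genes were not analysed here and exclude nothing.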
